A study of Drosophila melanogaster with 17 samples.

How the data were processed

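Chromatin of 2 Drosophila melanogaster cell lines was digested with micrococcal nuclease (MNase), which cuts between nucleosomes and leaves a ladder of mono-, di- and oligonucleosomal DNA. BG3-c2 cells derive from the central nervous system of third-instar larvae and Kc cells from embryos, per the labels. Cells were grown at 26°C and nuclei were digested for 20 min at 37°C, per the labels' protocols. For knockdown, cells were incubated with double-stranded RNA (dsRNA) against ISWI, the ATPase of several nucleosome remodelling complexes, or against the linker histone H1, and control cells with dsRNA against glutathione S-transferase (GST). The ISWI treatment used 50 µg dsRNA with harvest on day 6, and the H1 treatment was repeated on day 3 with harvest on day 6, per the labels' protocols. Knockdown efficiency was not analysed here, since the tables hold DNA fragments only.

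Total digested DNA was read on Oxford Nanopore MinION devices, and gel-purified tetranucleosomal DNA was read paired-end on an Illumina instrument, per the series design text. The 17 libraries comprise 10 nanopore and 7 Illumina libraries. Groups with 2 libraries each are untreated BG3-c2, Kc with control dsRNA and Kc with H1 dsRNA on nanopore, and BG3-c2 with control or ISWI dsRNA as tetranucleosomal Illumina libraries. The other groups hold 1 library each: MNase-digested naked genomic DNA of BG3-c2 on nanopore, and a low, a medium and a high MNase digest of BG3-c2 chromatin on both platforms. The 6 tables of that titration carry no column names and were matched to their libraries through the table names.

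Each deposited table lists 1 genome interval per aligned fragment, as chromosome, start and end in bp. Aligner, filters and genome build are not stated per the labels. Chromosome names and lengths are those of release 5 of the Drosophila genome, and all coordinates are given in release 5, counted from 1. The reference annotation at hand is of release 6, so phasing at transcription start sites, gene annotation and GC content were not analysed here. In 9 of the nanopore tables the authors deposited a score beside each interval, which looks like an aligner's mapping quality. It was at its highest value in 85.9% to 90.2% of reads per library. The score was used only in an alternative that kept scores of at least 20.

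Fragment length was taken as end minus start. The nucleosome repeat length of a library was the least-squares slope through the positions of the maxima of nucleosome numbers 2 to 5 in the length histogram, smoothed with a Gaussian of SD 10 bp and divided by the histogram smoothed with SD 100 bp. The maximum of number n was sought from 70 bp below to 60 bp above 190 bp times n. Its 95% interval came from 500 Poisson bootstrap draws of the histogram. After the data were examined, a stepwise search was added, in which each maximum was sought 130 to 230 bp above the last. Ladder shares are the percent of fragments up to 250 bp, over 250 to 450 bp and over 450 bp, with Wilson 95% intervals. Intervals cover counting error only, because copies made by PCR are not independent molecules.

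Regularity was measured from the autocorrelation of left fragment ends at lags of 150 to 1200 bp on the arms 2L, 2R, 3L, 3R, 4 and X. Only distinct intervals were used, and 1 kb bins with over 5 times the median count in any of the 11 deep libraries were left out, which removed 6222 of 120384 bins. The value is the amplitude of the best cosine with a period of 150 to 250 bp, as percent of the mean of a quadratic trend. Its standard error came from 200 bootstrap draws of 1 Mb blocks, and its noise level from the same fit after moving each end at random by up to 500 bp.

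Tetranucleosomal fragment length was the median of fragments of 500 to 1000 bp. Per 10 kb window, the mean length of those fragments minus the median window of the library, and a regularity statistic at a period of 190 bp minus the mean at periods of 140 and 280 bp, were compared between ISWI and control libraries with limma (lmFit and eBayes with a mean-variance trend) and Benjamini-Hochberg adjustment at 0.05. Windows needed at least 100 fragments of that length in each of the 4 libraries. The windows to be named were, among those past the threshold with both ISWI libraries outside the range of the controls, up to 3 with the largest rise and up to 3 with the largest fall. Coverage on the platforms was compared on a log2 scale, scaled to library size, across 10 kb windows.

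Single values of groups were compared by exact two-sided permutation tests over libraries, which for 2 libraries against 2 reach a p of 0.333 at the lowest. Differences between regions within the 4 tetranucleosomal libraries were tested by exact two-sided sign-flip tests, which reach 0.125 at the lowest. Groups of 1 library were described without a test. Design, tests and most alternatives were fixed before the data were examined. The alternatives covered smoothing, detrending, maxima used, repeated intervals, score, fragment ends, lags, bins, depth, window size, fragment minimum, centring, weights, the replicate number as a block, and leaving out each replicate.

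The measures were tested on simulated data. On 4 simulated ladders with evenly spaced maxima the stepwise repeat length was off by at most 1 bp. The preset search was off by at most 0.6 bp on the ladders with all maxima inside the ranges, but 2 of the 4 had a maximum on a range limit, with an error of up to 65.6 bp. In simulations of the length comparison over 777 windows, limma recovered 61.5% of 200 windows changed by 24.9 bp and 91.5% of those changed by 49.9 bp, none of those changed by 12.5 bp. It made 0 calls where no window was changed, and 3 and 11 false calls beside changes of 24.9 and 49.9 bp. In simulations of the regularity comparison over 777 windows it recovered 0.5% of windows changed by 0.0243, 47% of those changed by 0.0486 and 90% of those changed by 0.0972, with 0, 5 and 8 false calls. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, R 4.3.3 and limma 3.58.1.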

Results

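Nucleosome ladders were sequenced in 17 libraries, as long total digests on nanopore devices or as gel-purified tetranucleosomal DNA on Illumina. Depth differed widely. Untreated BG3-c2 nanopore libraries held 630936 and 107571 intervals, Kc control libraries 1603489 and 32913, and Kc H1 knockdown libraries 898771 and 33357, so replicate 2 of each Kc group was shallow. The tetranucleosomal libraries of BG3-c2 held 19367619 and 10831541 intervals after control dsRNA and 12607366 and 7442358 after ISWI dsRNA. The naked DNA library held 2992593. In the titration, the low, medium and high digests held 355426, 437784 and 327053 nanopore reads and 129080516, 57786019 and 30387171 Illumina fragments. Only 46.6% and 17.0% of intervals in the control tetranucleosomal libraries, and 44.02% and 14.7% in the ISWI libraries, lay on the chromosome arms, against 75.9% to 84.7% in the other 13 libraries. Replicates 1 and 2 were thus unlike in both groups in the same way, and within-replicate differences are given beside the pooled ISWI differences. At most 1.07% of the distinct arm intervals of one tetranucleosomal library recurred in the other replicate of its group.

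**Figure D1:**
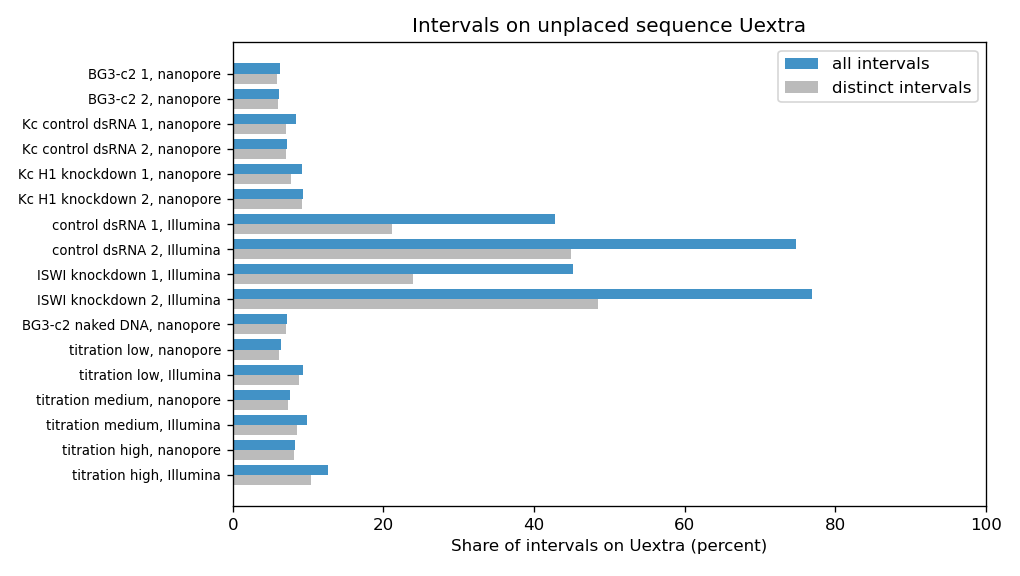
Percent of intervals on Uextra, the unplaced sequence of release 5 (horizontal), in each single library (vertical), over all intervals (blue) and over distinct intervals (grey). The tetranucleosomal libraries reach 42.8% to 76.9% over all intervals, and the other libraries 12.6% at most.

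The titration asked how the degree of digestion affects the ladder. On nanopore, fragments up to 250 bp made up 4.69% of the low digest (Wilson 95% interval 4.62 to 4.76), 8.03% of the medium (7.95 to 8.11) and 12.2% of the high digest (12.0 to 12.3). Fragments over 450 bp dropped from 66.0% to 51.8% and 38.0%. The repeat length was 185.5 bp in the low digest (bootstrap 95% interval 182.7 to 189.2), 185.3 bp in the medium (183.6 to 187.5) and 186.7 bp in the high digest (171.4 to 188.9). The intervals overlapped, and a change between digests was not detectable at this depth. The dinucleosome maximum itself moved from 409 to 404 and 390 bp. In naked DNA, 3 of the 4 maxima lay on the limits of their search ranges, and no repeat length is given for it.

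The effect of the linker histone on nucleosome spacing was examined in Kc cells. With the search ranges set beforehand, the control libraries gave repeat lengths of 180.8 bp (bootstrap 95% interval 179.4 to 183.8) and 193.9 bp (176.8 to 200.3). The H1 knockdown libraries gave 218.6 and 218.3 bp, but 2 of the 4 maxima in each lay on a range limit, so these values do not measure the spacing. The preset comparison was therefore void, although its difference, knockdown minus control, was 31.1 bp, or 37.8 and 24.4 bp within replicates 1 and 2 (n = 2 per group, exact permutation p 0.333). The ranges also failed on a simulated ladder with a short repeat. With the stepwise search, chosen after the data were seen, no maximum lay on a limit. The H1 maxima for 2 to 5 nucleosomes were at 345, 490, 664 and 840 bp in replicate 1 and at 337, 485, 664 and 829 bp in replicate 2, against 372, 545, 730 and 913 bp in control replicate 1. The stepwise repeat length was 165.9 bp (162.9 to 167.4) and 165.5 bp (157.9 to 170.1) after H1 knockdown. The mean was 165.7 ± 0.283 bp (SD, n = 2) against 187 ± 9.26 bp (SD, n = 2) in controls. On the chromosome arms alone the means were 164.8 ± 0.707 and 182 ± 1.34 bp (SD, n = 2 each). The arm difference was -15.6 bp within replicate 1 and -18.5 bp within replicate 2, larger than the spread between replicates. The exact permutation p of this comparison was 0.333 with n = 2 per group, the smallest possible. Of the stepwise settings, the histogram not divided by its wide smooth moved the difference most. It gave a mean of 171.65 bp after H1 knockdown against 176.4 bp in controls, a difference of -4.75 bp, but 1 maximum of each H1 library lay on a limit, so this value does not measure the spacing either. Leaving out control replicate 1 gave -28.2 bp and leaving out control replicate 2 gave -15.1 bp.

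**Figure D2:**
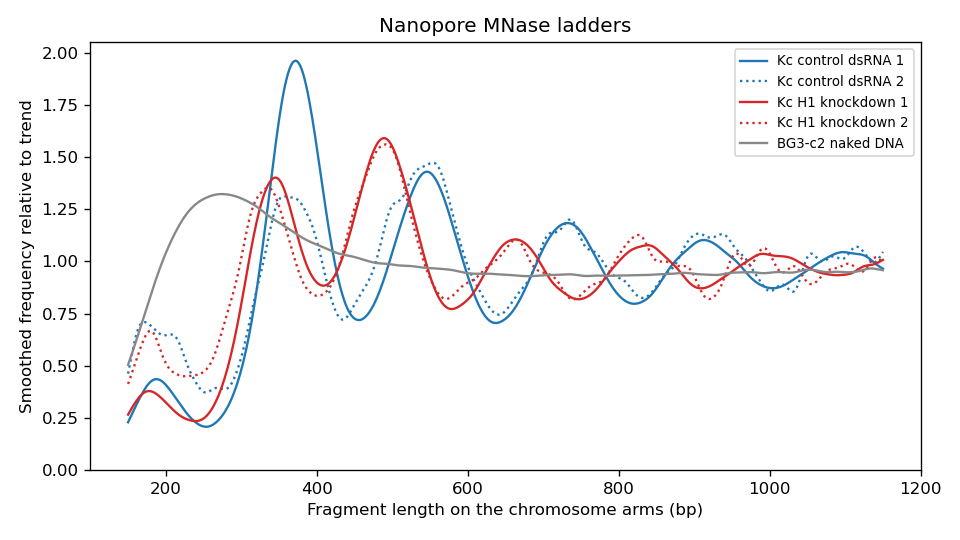
Fragment length on the chromosome arms (bp, horizontal) against the smoothed frequency relative to the trend (no unit, vertical) for single nanopore libraries, with replicate 2 dotted. The H1 knockdown maxima lie at shorter lengths than the control maxima, near 490 against 545 bp for 3 nucleosomes in replicate 1.

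The repeat lengths of the cell lines were compared between untreated BG3-c2 and control-treated Kc cells, so that line and dsRNA treatment cannot be told apart. BG3-c2 libraries gave 184.4 bp (bootstrap 95% interval 182.2 to 186.7) and 187.1 bp (182.4 to 198.4). The means were 185.75 ± 1.91 bp in BG3-c2 and 187 ± 9.26 bp in Kc (SD, n = 2 each, exact permutation p 1). The difference of -1.6 bp was smaller than the spread between replicates. It was 3.6 bp within replicate 1 and -6.8 bp within replicate 2. Leaving out the shallow Kc control replicate 2 changed the direction, to 4.95 bp, and the arms alone gave 3.45 bp. On the arms the values were 183.1 and 187.5 bp in BG3-c2 and 180.9 and 182.8 bp in Kc. The groups did not overlap there, but their nearest values were close. The arm difference was 2.2 bp within replicate 1 and 4.7 bp within replicate 2 (exact permutation p 0.333, the smallest possible).

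Regularity was measured as the amplitude of the periodicity of left fragment ends. Naked DNA gave an amplitude of 0.151% (SE 0.0222), above the 0.0612% obtained after random shifts of the ends. Its best period was 250 bp, the upper limit of the search, so this amplitude does not measure a nucleosomal period. BG3-c2 chromatin read on nanopore gave 1.72% (SE 0.115) and 2.44% (SE 0.602), with noise levels of 0.142% and 1.03%. The difference between BG3-c2 replicate 1 and naked DNA was 1.57 percentage points, and 0.888 when no dense bins were left out. The nanopore titration libraries gave 0.317%, 0.432% and 0.555% from low to high digest, close to their noise levels of 0.243%, 0.335% and 0.517%. The high digest was also fitted at the limit of 250 bp. In Kc cells, replicate 1 gave 1.18% (SE 0.0527) with a period of 190 bp after control dsRNA and 1.18% (SE 0.0764) with a period of 164 bp after H1 knockdown. Replicate 2 gave 4.42% and 4.99%, near noise levels of 4.73% and 3.52%, and carried no usable signal at its depth. The mean amplitudes were 3.08 ± 2.70% after H1 knockdown and 2.80 ± 2.29% in controls (SD, n = 2 each, exact permutation p 1). These means average replicate 1 with the noise of replicate 2, so neither they nor the test can compare the groups.

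ISWI was examined in tetranucleosomal DNA of BG3-c2 cells. The median length of fragments of 500 to 1000 bp was 674 and 696 bp after control dsRNA and 650 and 668 bp after ISWI dsRNA. The means were 685 ± 15.6 and 659 ± 12.7 bp (SD, n = 2 each). The difference of -26 bp was -24 bp within replicate 1 and -28 bp within replicate 2 (exact permutation p 0.333, the smallest possible for n = 2 per group). The groups did not overlap, but ISWI replicate 2, at 668 bp, lay close to control replicate 1, at 674 bp. The setting that moved it most was the use of all lengths, with -0.5 bp, and with all lengths, the mean or the mode the groups overlapped. The medians over all lengths were 305 and 197 bp in controls and 301 and 200 bp after ISWI dsRNA, below the tetranucleosomal range. On the arms the modes did not overlap, at 663 and 666 bp in controls and 632 and 630 bp after ISWI dsRNA. On the arms alone the medians were 668 and 666 bp in controls and 643 and 634 bp after ISWI dsRNA, a difference of -28.5 bp beyond the spread between replicates. A gel band was cut for each library, and the cut enters these values. In the Illumina titration, the arm median was 700, 663 and 657 bp from low to high digest.

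**Figure D3:**
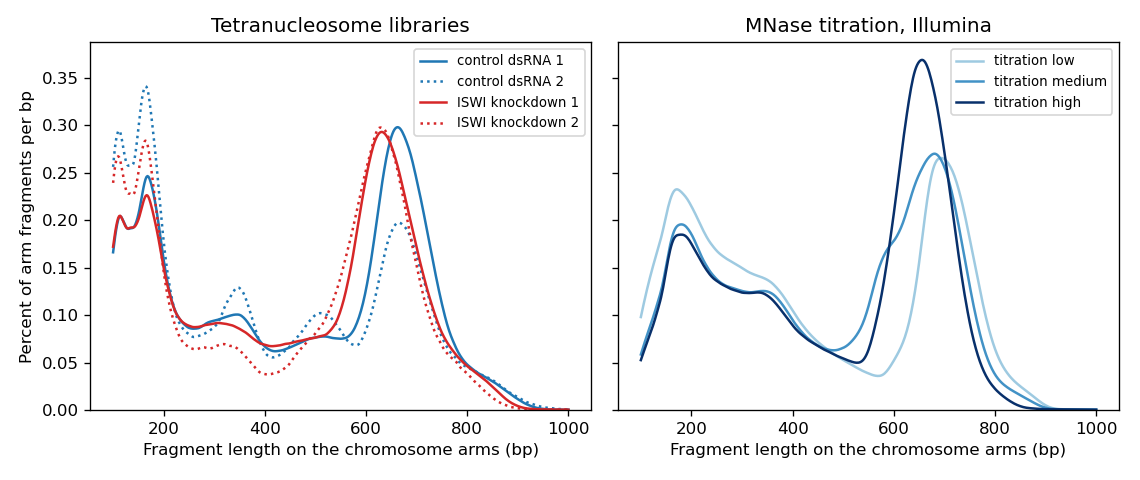
Fragment length on the chromosome arms (bp, horizontal) against the percent of arm fragments per bp (vertical) in the tetranucleosomal libraries (left, replicate 2 dotted) and the Illumina titration (right). Both ISWI libraries peak at shorter lengths, 632 and 630 bp, than the controls, at 663 and 666 bp.

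Regularity over the whole tetranucleosomal libraries was 1.59% (SE 0.0409) and 1.87% (SE 0.0596) in controls, and 0.977% (SE 0.0297) and 1.30% (SE 0.0584) after ISWI dsRNA. The means were 1.73 ± 0.192% and 1.14 ± 0.229% (SD, n = 2 each, exact permutation p 0.333). The best period was 179 bp in both controls and 222 and 180 bp after ISWI dsRNA, so the ISWI replicates were fitted at unlike periods. The amplitude was lower after ISWI dsRNA by more than the spread between replicates, with a difference of -0.618 percentage points within replicate 1 and -0.566 within replicate 2. With right instead of left ends the groups overlapped, at 1.26% and 2.40% after ISWI dsRNA against 1.81% and 2.13% in controls. Over fragments of 500 to 1000 bp only, a setting chosen after the data were seen, amplitudes were 2.73% and 3.95% after ISWI dsRNA against 2.77% and 3.81% in controls. The difference was 0.0519 percentage points, or -0.0366 within replicate 1 and 0.140 within replicate 2, below the spread between replicates. The best period over those fragments was 217 and 218 bp after ISWI dsRNA and 179 bp in both controls.

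Local changes were sought in 10 kb windows. Because replicate 2 of each group had a median of 44 (control) and 34 (ISWI) fragments per window, 777 of 12042 windows (6.45%) met the fragment minimum in all 4 libraries. Of those, 296 lay on 3L, 153 on 3R, 147 on 2R, 107 on 2L, 72 on X and 2 on 4. After centring, limma called 0 windows with a changed fragment length at an adjusted p of 0.05, with 19 windows at an unadjusted p under 0.05. Without centring it called 560, all lower after ISWI dsRNA, which is the shift of the whole library. For regularity, limma called 0 windows, with 54 at an unadjusted p under 0.05. In this fit, no window met the rule for naming. Changes of 12.5 bp or less per window were not detectable at this depth in simulated data.

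Within the tetranucleosomal libraries, windows on chromosome 4 held shorter fragments than windows on the other arms. The difference was -11.0 and -11.4 bp in control libraries and -11.9 and -10.4 bp in ISWI libraries. Its mean was -11.2 ± 0.592 bp (SD, n = 4), negative in 4 of 4 libraries (exact sign-flip p 0.125, the smallest possible). Control libraries averaged -11.2 ± 0.225 bp and ISWI libraries -11.2 ± 1.00 bp (SD, n = 2 each). The Illumina titration gave -3.47, -8.94 and -13.1 bp from low to high digest. Naked DNA fragments of the same length range were also shorter on 4, by a mean difference of -17.9 bp (SE 1.12). The centromere-proximal megabase differed from the rest of the arms by 1.01 ± 1.04 bp (SD, n = 4, exact sign-flip p 0.25), and X from the autosomal arms by 1.03 ± 2.23 bp (SD, n = 4, exact sign-flip p 0.5), both within the spread between libraries. With all fragment lengths the first was 10.04 bp, with a proximal region of 2 Mb it was -0.261 bp, and with all fragment lengths the X difference was -2.32 bp.

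**Figure D4:**
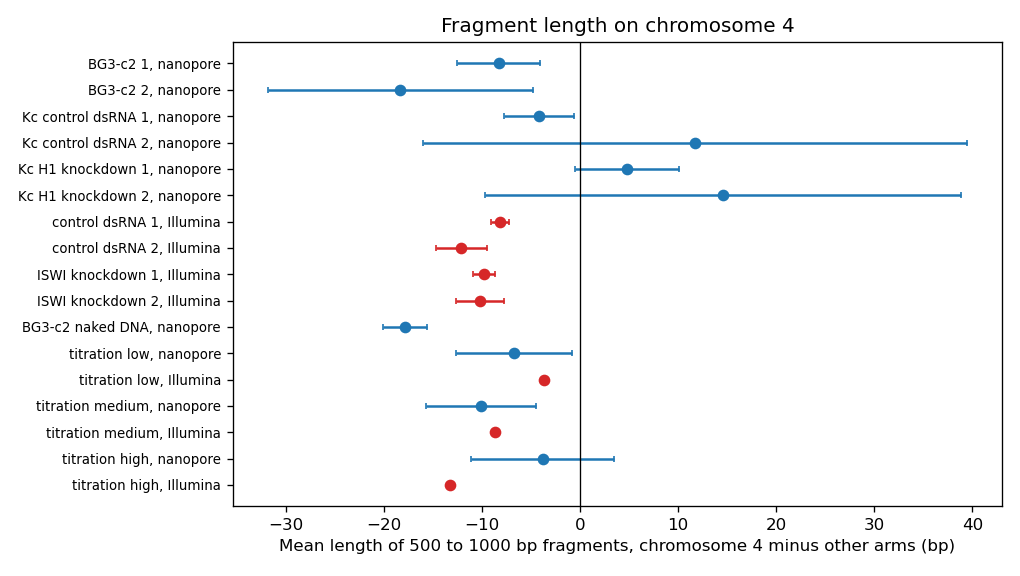
Mean length of fragments of 500 to 1000 bp on chromosome 4 minus that on the other arms (bp, horizontal) in each library (vertical), computed over single fragments, with bars of 2 standard errors that cover counting error only. Red points are Illumina and blue points nanopore libraries. The 4 tetranucleosomal libraries lie between -12.1 and -8.13 bp and naked DNA at -17.9 bp.

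The same digests were read on both platforms. Per the series design text, nanopore read total DNA and Illumina gel-purified tetranucleosomal DNA, so platform and size selection cannot be told apart here. Coverage across 10 kb windows correlated between nanopore and Illumina with a Pearson r of 0.644 in the low, 0.647 in the medium and 0.619 in the high digest, and with 0.854, 0.852 and 0.854 in 50 kb windows. Windows are not independent replicates. A nanopore library had a median of 22 to 29 reads per 10 kb window. Nanopore coverage correlated more closely with naked DNA, at 0.814, 0.843 and 0.817 from low to high digest. Illumina coverage did so too, at 0.680, 0.698 and 0.701. The naked DNA was itself read on nanopore and more deeply than the nanopore digests, so a shared platform and depth enter these values. The ladders also differed. Fragments up to 250 bp made up 31.8%, 25.3% and 24.9% of the Illumina libraries from low to high digest, the opposite order to nanopore, and fragments of 600 to 800 bp 31.9%, 35.1% and 39.4%, against 15.6%, 15.1% and 11.3% on nanopore.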

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

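All tests in this part were chosen only after the result was seen. Groups of 2 libraries were too small for a check of single outlying libraries.

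Uextra, the collection of unplaced sequence in release 5, was not a subject of the comparisons above, though its fragments enter the values taken over all intervals. It took 42.8% and 74.7% of intervals in the control tetranucleosomal libraries and 45.2% and 76.9% in the ISWI libraries. In the other 13 libraries it took 6.20% to 12.6%, and in naked DNA of the line 7.26%. The share follows the replicate number and not the dsRNA, as a library batch would give. Repeated listing of the same fragments was argued against as the whole cause, since the share over distinct intervals was still 21.2% at the lowest. The Illumina platform alone was argued against, since its titration libraries reached 12.6% at most. Abundance of these sequences in the genome of the line was argued against by the 7.26% in naked DNA. Uextra lengths were multiples of 5 bp in 26.2% of intervals at the lowest in the tetranucleosomal libraries, against 20.0% to 20.1% on their arms, so read pairs from short tandem repeats are a candidate source of part of the excess. An effect of dsRNA as such stays open, because every tetranucleosomal library had dsRNA. The highest share in a nanopore library of dsRNA-treated Kc cells was 9.26%. No biological explanation was tested.

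A single bin of Uextra, release 5 position 3081001 to 3082000, took 34.2% of the Uextra reads of Kc H1 knockdown replicate 1. It took 31.7% and 27.2% in the Kc controls and 18.2% in H1 replicate 2, so the dsRNA groups overlapped. It took 10.4% to 30.1% in BG3-c2 nanopore chromatin, 2.89% in naked DNA and at most 0.624% in Illumina libraries. What the sequence holds was not analysed here, and no technical or biological explanation was tested.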

How the results depend on the processing

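The stepwise search, the chromosome arms alone for the repeat length and the tetranucleosomal length, fragments of 500 to 1000 bp for the regularity, and 50 kb windows for the limma comparisons were tests chosen only after the results were seen. With 2 libraries against 2, and with 4 libraries in the sign-flip tests, no setting was able to pass 0.05 outside limma, and the tests say nothing about stability there.

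For the H1 repeat length, the preset difference of 31.1 bp reversed to -25.4 bp without division by the wide smooth, to -21.65 bp with the stepwise search, and with that search to -17.05 bp on the arms, -20.7 bp with a smoothing SD of 20 bp, -23.25 bp over maxima 2 to 4, -24.55 bp over maxima 1 to 4, -21.15 bp over distinct intervals, -22.15 bp with scores of at least 20 and -4.75 bp without division, with 1 maximum of each H1 library on a limit. Leaving out one library gave -28.2 to 37.65 bp over both searches, with -28.2, -21.85, -21.45 and -15.1 bp in the stepwise one. The preset ranges are the cause for the stepwise settings, since 2 H1 maxima per library lay on their limits, and all 4 did in the undivided histogram. The BG3-c2 minus Kc difference of -1.6 bp became 1.7 bp with a smoothing SD of 20 bp, 1.8 bp without division and 3.45 bp on the arms, and ranged from -8.15 to 4.95 bp with one library left out. The cause was not tested.

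The H1 regularity difference of 0.286 percentage points became -0.0870 with right ends and -0.00889 with no bins left out, and ranged from -1.62 to 2.19 with one library left out. Thinned to 25421 intervals each, replicate 1 gave 5.16% after H1 knockdown and 5.18% in controls. Replicate 2 gave 4.99% and 4.45%, so the range with one library left out follows the low depth of replicate 2. The cause of the changes with right ends and with no bins left out was not tested. The ISWI regularity difference of -0.592 points ranged from -0.754 to -0.430 with one library left out. Over fragments of 500 to 1000 bp it was 0.0519 points, with -0.0366 within replicate 1 and 0.140 within replicate 2. With right ends it was -0.142 and with no bins left out -0.259, but ISWI replicate 2 lay above both controls in each, and its difference from control replicate 2 was 0.267 and 0.0284 points. The ISWI length difference of -26 bp was negative in all 10 alternatives, from -37 to -0.5 bp, and from -37 to -15 bp with one library left out. The groups overlapped with the mean (-15.0 bp, or -15.3 and -14.7 bp within replicates 1 and 2), the mode (-16.5 bp, 775 bp in replicate 2 of both groups) and all lengths (3 bp within replicate 2).

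The 0 windows with a changed length in limma (19 at an unadjusted p under 0.05) became 560 without centring, which leaves in the shift of the library, and 1 with a minimum of 2 fragments, X 11810001 to 11820000. Fits with one library left out hold 1 library in a group and take the spread from the other group alone, so their calls are not counted. The 0 windows with changed regularity (54 unadjusted) became 1 with all intervals and 1 after centring, both times 3L 1850001 to 1860000, with effects of -0.0942 and -0.0910. In the same 3L window the effect was -0.103 without control replicate 1 and -0.113 without ISWI replicate 1. In 3R 13630001 to 13640000 it was -0.0998 and -0.118. Those fits also hold 1 library in a group, so they cannot show that a call recurs. These windows were chosen after their values were seen, and the cause was not tested.

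The replicate number as a block left the differences as they were (31.1 bp for H1, exact sign-flip p 0.5, the smallest for 2 pairs), kept 0 length windows and gave 9 regularity windows, 2 higher and 7 lower. Library composition follows the number in the ISWI and control libraries, but the labels give the number no meaning and 2 pairs are too few to establish a pairing. Deviations of same-numbered libraries from their group means correlated with r 0.415 for length and 0.0881 for regularity across 777 windows.

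The chromosome 4 difference was negative in all 8 alternatives, from -12.4 to -8.22 bp. The proximal difference of 1.01 bp became -0.261 bp with 2 Mb, 1.60 bp with 20 kb windows and 10.04 bp with all fragment lengths, and 0.746 to 1.50 bp with one library left out. The X difference of 1.03 bp became -2.32 bp with all fragment lengths, and 0.380 to 1.90 bp with one library left out. The cause was not tested. The titration change of the repeat length stayed within its interval in 3 alternatives, from -8 to 2.2 bp. The difference in regularity between BG3-c2 and naked DNA moved from 1.57 to 0.888 points with no bins left out. The platform correlations moved to 0.854, 0.852 and 0.854 in 50 kb windows and, for the low and medium digests, to 0.611 and 0.621 with fragments up to 1000 bp. Phasing at transcription start sites was not run. Keeping reads listed once gave no value of its own, since read names were unique in each table that holds them.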

Other observations

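The tests on thinning to 1 depth, on chromosome 4, on the map of fragment lengths, on the densest bins, on thinned Illumina libraries and on shared intervals were set out before their results were seen. The other tests in this part were chosen only after the result was seen.

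The shorter ladder after H1 knockdown was weighed against stronger digestion. Over 5 BG3-c2 nanopore chromatin libraries, the repeat length on the arms spanned 4.5 bp, although the share of fragments over 450 bp ran from 38.0% to 73.3%. From the low to the high titration digest the repeat length changed by -8 bp over maxima 2 to 4 and by -5.6 bp with a smoothing SD of 20 bp, against -23.25 and -20.7 bp in the H1 comparison with the stepwise search. This argues against digestion as the whole cause of the shift, which was -17.05 bp on the arms, and leaves open that digestion adds to it. The Kc shares over 450 bp lay above that range, at 80.9% and 77.6% after H1 knockdown and 74.8% and 89.8% in controls. The H1 library thus looked less digested than its control in replicate 1 and more digested in replicate 2. The argument holds only if both lines respond alike, also at this milder digestion. Loss of H1, which the design names, stays open as an untested explanation, and knockdown efficiency was not analysed here. The 4 libraries allow no p under 0.333 in the exact two-sided permutation test.

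The shorter tetranucleosomal fragments after ISWI knockdown may come from several sources. A lower cut of the gel band cannot be told apart from the knockdown. The leftover dinucleosome maximum on the arms differed by -15.5 bp between ISWI and control libraries, but at 0.941 and 0.847 of the trend the ISWI libraries hold no dinucleosome peak whose position can be read. Stronger digestion cannot be told apart from the knockdown either, because the titration changed the arm median by -43 bp from low to high. The mitochondrial share, which fell with digestion in the titration, was 26.4 ppm in control and 26.5 ppm in ISWI replicate 1. In replicate 2 it was 5.96 and 4.58 ppm, from 11 and 5 fragments. It showed no stronger digestion in replicate 1. It comes from the same cut band and differed more between replicate numbers, so it does not settle the question.

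The lower regularity after ISWI knockdown was weighed against 3 technical explanations. In the titration the amplitude rose with more enzyme, by 0.315 percentage points from low to high, which argues against stronger digestion. Thinned to 1003420 intervals each, the ISWI libraries reached 1.30% at most and stayed below both controls, which argues against depth. Over fragments of 500 to 1000 bp the highest ISWI amplitude was 3.95%, above both controls, at other best periods, and fragments outside that range were not measured on their own. A larger share of them was argued against, since 49.7% and 48.9% of distinct arm fragments lay outside it in the ISWI libraries, against 50.8% and 59.7% in controls. Inside the range the best periods were 217 and 218 bp after ISWI dsRNA and 179 bp in both controls. The amplitudes there do not compare the same period, so they cannot show that regularity was unchanged. The reason for the unlike periods was not tested. An effect of ISWI loss on spacing stays open and was not tested.

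The chromosome 4 difference was also weighed. Naked DNA fragments were shorter on 4 by -17.9 bp (SE 1.12), more than in any tetranucleosomal library, so sequence preference of the nuclease is a candidate explanation. Illumina sequencing was argued against, since 5 BG3-c2 nanopore chromatin libraries averaged -9.45 bp, with 5 of 5 negative. The number of fragments per window was argued against as the whole cause in the tetranucleosomal libraries, where the difference from windows of other arms with the same numbers was -6.47 to -7.30 bp. Before matching the mean was -11.2 bp. In the Illumina titration the matched differences were -3.91, -9.68 and -16.1 bp from low to high digest, and -3.47, -8.94 and -13.1 bp before matching, so matching did not act in one direction. Kc nanopore libraries did not share one direction, with -4.22 bp (SE 1.77) and 11.7 bp (SE 13.9) in controls and 4.79 bp (SE 2.63) and 14.6 bp (SE 12.1) after H1 knockdown.

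The density of intervals on chromosome 4 over that on the autosomal arms was 0.571 to 0.618 in the tetranucleosomal libraries and 1.51 in naked DNA. Whether copy number differed between cultures cannot be told apart from a loss during preparation, because the naked DNA came from a separate sample. Other BG3-c2 libraries gave 1.08 to 1.64.

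Fragment length varied along the arms in a way that recurred between libraries. Across 50 kb windows, pairs of tetranucleosomal libraries correlated at a Pearson r of 0.669 (both controls) to 0.857 (control and ISWI replicate 1). Control replicate 1 correlated with naked DNA at 0.202. The naked map has a split-sample reliability of 0.320, and an Illumina digest thinned to the same numbers still gave 0.685. Equal fragment numbers do not give equal noise where lengths spread differently, so noise of the naked map is not excluded as the reason. BG3-c2 nanopore chromatin replicate 1 gave 0.120, with a reliability of 0.0650, so sequence preference of the nuclease cannot be told apart from a difference between platforms.

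The windows with the longest fragments in the Illumina titration were read in the tetranucleosomal libraries. They were 2R 15600001 to 15650000, 3L 7650001 to 7700000, 3L 11950001 to 12000000, 3L 2050001 to 2100000 and X 14150001 to 14200000 (release 5), chosen after their titration values were seen. Fragments exceeded the median window by 18.9 bp, in the 3L window at 7650001, to 101 bp, in the X window. The 109 longest windows averaged 13.9 to 19.5 bp per library and the 109 shortest -7.66 to -5.74 bp. Of the 5 shortest windows, 3L 7800001, X 12550001, X 7500001 and 2L 12500001 were above the median in at least 1 library, and only that on chromosome 4, at 50001, was below it in all 4. A few positions inside a window stay open as a source. Without the densest 1 kb bin each long window kept at least 0.869 of its deviation, but that bin held only 5.13% to 17.5% of fragments. In the 2R window of control replicate 1 the median exceeded that of the library by 26 bp against 52.6 bp for the mean. In the other long windows of that library the median lay close to the mean. The medians were 27, 52, 31 and 60.5 bp against means of 30.2, 55.9, 29.2 and 58.6 bp. What these windows hold was not analysed here, and no biological explanation was tested.

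The excess of fragments of 600 to 800 bp in the Illumina titration over nanopore was at least 2.04-fold in each digest. The gel purification stated in the series design text would give such an excess. The lower correlation between platforms was not a matter of depth alone, since Illumina libraries of different digests thinned to the nanopore numbers still correlated at 0.678 or more, against 0.575 at most with nanopore.

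Mitochondrial fragments fell with digestion, from 4544 to 1862 and 874 ppm of arm and mitochondrial fragments on nanopore, a 5.20-fold fall from low to high, and from 364 to 36.1 and 21.1 on Illumina. This is consistent with digestion of DNA without nucleosomes. In the tetranucleosomal libraries the values were 26.4 and 5.96 after control dsRNA and 26.5 and 4.58 after ISWI dsRNA, again following the replicate number.

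Replicates of the tetranucleosomal groups shared at most 1.07% of distinct arm intervals, no more than libraries of different groups (up to 1.19%), which argues against one library listed under both numbers.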
